A study of Mus musculus with 70 samples. Its data were reported in "Experimental and computational modeling for signature and biomarker discovery of renal cell carcinoma progression" (2021).

How the data were processed

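Gene expression was measured with single-colour Agilent mouse arrays in GFP-expressing RENCA cells, a mouse renal adenocarcinoma line, before passage in mice (P0) and after each of 6 rounds of injection into BALB/c mice and recovery (P1 to P6). Per the labels, 3 routes were used: cells recovered from kidney tumours after injection into the kidney (KPT), from lung metastases after injection into the tail vein (T-LM), and from lung metastases after injection into the kidney (K-LM). The 70 arrays hold 65 RNA samples, because 5 RNA samples (both P0 samples and KPT P6 replicates 1, 2 and 4) were hybridised again. Total RNA was labelled with Cy5 after amplification, per the labels. Each sample was grouped by the route and passage in its label. A single P1 sample whose title gives neither route nor replicate was placed in T-LM from its other labels, and the T-LM P1 comparison was repeated without it.

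The deposited scanner files hold the signal intensity of each spot, as raw median intensity, local background and a processed intensity that the scanner software had background-subtracted and detrended. The deposited series values are on the log2 scale. Tested against the scanner files, they matched the log2 of the raw median signal after quantile normalization over arrays, without background subtraction, with a largest difference of 0.105. The 62 arrays on 8 slides were read with scanner software 11.0.1.1 and the 8 arrays on the remaining slide with 12.0.2.2 on another day, so slide, scan day and software version of that slide (called the late slide here) cannot be told apart. All 3 K-LM P6 arrays and all 5 repeat arrays lie on the late slide.

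Of 62976 spots per array, 3671 were controls and were left out. The other 59305 spots were averaged into 55681 probes. Probe accessions were matched to gene symbols through a RefSeq table of assembly GRCm38.p6, used for names only. In this way 28026 probes matched 21154 symbols and 27655 probes had no match. Each symbol was represented by its brightest probe on average. The build behind the array design is not named, so no coordinates are given.

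Levels are log2 of the processed signal minus the 75th percentile of the array. The percentile was taken over the 11290 probes called well above background by the scanner software on all arrays, because under 50% of the probes passed on most arrays. This set was fixed only after the share of detected probes was known, and the percentile over all probes was run as an alternative. A level of 0 therefore means as bright as the 75th percentile of commonly detected probes. Arrays have no counting depth, and the number of arrays limits the precision. Probes were tested when well above background on at least 2 arrays of the fit. Where all arrays of only 1 of the compared groups failed to pass background, the ratio is given as at least N-fold, computed with the dim group raised to the lowest passing signal of each array.

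The choice of comparisons and their tests, samples, covariates and gene lists was made before the data were examined, except for the lists, alternatives and tests said here or in the closing parts to have been added or chosen later. Each comparison was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with 2-sided moderated tests and a Benjamini-Hochberg adjusted p of 0.01 or less as the threshold. Every adjusted p given is from limma. The passages P0 and P2 to P6 of a route shared one fit, and P1 was added for the comparisons that use it. The K-LM fits and the P6 fits also held the repeat arrays, a term for the late slide and the RNA sample as a random block (duplicateCorrelation with statmod 1.5.0 on 4000 probes). Fitted changes are given with their standard error (SE), group levels with the SD over RNA samples. Group levels of P0 and KPT P6 average the repeat arrays of an RNA sample, so they can differ from the fitted change of fits that used the first arrays only. On simulated data with 200 changed probes, the fits called 87.5% of them for KPT P3 to P6 (20690 probes), 88.5% for T-LM (21055 probes) and 87.5% for K-LM (21926 probes), with 0 unchanged probes called in these 3 fits. For P0 to P6 the shares were 87.5%, 82.5% and 88%, with 1, 3 and 3 unchanged probes called. Simulated log2 changes were of size 2 or 3, in noise independent between probes. Variation shared by many probes of an array was therefore not covered.

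For the separation of routes within a passage, the share of the summed squared distance that lies between routes was compared with all assignments of the route labels of the same group sizes in an exact permutation test, 1-sided for a larger share. For P6 the mean difference per probe between the array sets was first subtracted from K-LM. Large and progressive probes had an adjusted p of 0.01 or less and an absolute log2 change of 2 or more from P0 to P6, an absolute z of 2.58 or more among tested probes, and no step between neighbouring passages (P0 to P2, P2 to P3 and so on) past the threshold in the other direction. The study took the z over all genes and added a selection on late passages, which was not applied here.

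Genes were named by rule: for each P3 to P6 and P0 to P6 comparison, the 3 largest rises and the 3 largest falls among called probes with a gene symbol, unsaturated, well above background on all arrays of at least 1 group and without overlap between the groups. Some genes were named because of their role in the study: Saa1, Saa2, Cfb, the VHL pathway (Vhl, Hif1a, Epas1), 4 genes raised in VHL-knockout RENCA cells, and 3 stem cell markers. The lists were the KPT, T-LM and K-LM signatures of the study (human symbols with the same letters in mouse, Hist1h1e read as H1f4, and C4orf48, CYP3A4, SERPINA3 and TPRG1 left out for want of such a symbol), genes of the epithelial-mesenchymal transition (EMT), the VHL and stem cell lists above, and markers of female host cells (Xist), the Y chromosome, leukocytes, endothelium, fibroblasts, lung epithelium and kidney tubule. Lists of alveolar type I and type II, club and ciliated cells, lung fibroblasts, alveolar macrophages and lung endothelial cells were added after the data were seen, as was a list of 21 long mRNAs. An index per array, the mean log2 signal of long mRNAs minus that of ribosomal protein mRNAs, used 17 long and 79 ribosomal mRNAs well above background on more than 50% of arrays. Its earlier version, over mRNAs above background on all arrays, held 5 and 57. It was replaced after its result was seen, because it covered 5 of 21 long mRNAs, and both versions are given.

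Alternatives were quantile normalization, normexp background correction with an offset of 50, the deposited series values, no filter, a filter on all arrays of the fit, slide as a random block, replicate number as a block, fewer or more passages and routes in the fit, repeat arrays added, the late slide alone, no slide term, and leaving out each sample. Normexp had been planned on mean signal, and the median signal was used because the files hold no mean. Added after the data were seen were the 75th percentile over all probes, a floor on dim probes (the highest of the lowest passing signals of the arrays), and both versions of the index as a covariate. All columns that hold a value per sample entered the comparisons or the alternatives. Enrichment of Gene Ontology terms was not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and files were read in R with the package data.table (version 1.17.8).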

Results

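Transcript levels were measured on 70 arrays of 65 RNA samples from RENCA sub-lines passaged in mice by 3 routes. P0 had 2 RNA samples. From P1 to P6, KPT had 5, 2, 2, 3, 5 and 5 samples, T-LM had 5, 2, 3, 4, 6 and 4, and K-LM had 1, 1, 5, 3, 4 and 3. Between 25.3% and 55.3% of probes per array were well above background, with a median of 33%. The 75th-percentile signal of all probes ranged from 128 to 855.7 intensity units over arrays. Its median was 345 on the 8 slides scanned earlier and 537 on the late slide.

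The 5 RNA samples hybridised on both array sets measured the difference between the late slide and the others. Of 20775 probes, limma with RNA sample as a block called 7, of which 1 was higher and 6 were lower on the late slide, and 4806 had an unadjusted p under 0.05. Under the no-filter alternative this count rose to 26003. Omitting KPT P6 replicate 4 gave 393, and omitting any other single RNA sample gave 0 in limma, with 3527 to 4140 probes at an unadjusted p under 0.05. Pearson correlations between the 2 arrays of the same RNA lay between 0.9863 and 0.9926 across probes, which are not independent replicates. Different RNA samples on the same array set correlated at 0.9898 for the P0 pair and at a median of 0.9883 for KPT P6.

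The next question was whether the routes separate as passages accumulate. At P3, 12.6% of the summed squared distance between samples lay between routes (n = 10, exact permutation test, 1-sided, p = 0.932, 2520 assignments). At P5 the share was 32.7% (n = 15, exact permutation test, 1-sided, p = 0.0019, 630630 assignments). At P6 it was 66.2% (n = 12, exact permutation test, 1-sided, p = 3.61e-05, the smallest that 27720 assignments can give). Without the filter on dim probes, the P5 share was 26.5% (exact permutation p = 0.0393, against 0.000165 to 0.00133 under the 4 other alternatives that keep all samples) and the P6 share was 52.3%. Single samples moved them as well: the P3 share was 22.1% without T-LM P3 replicate 2, and the P5 share was 39.2% without T-LM P5 replicate 1. With groups of 2 to 6 samples the shares of different passages were not tested against each other. On the principal components of P6, KPT samples lay between -45.48 and -38.16 on PC1, T-LM samples between 39.37 and 81.14 on PC1, and K-LM samples between -69.46 and -65.03 on PC2.

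**Figure D1:**
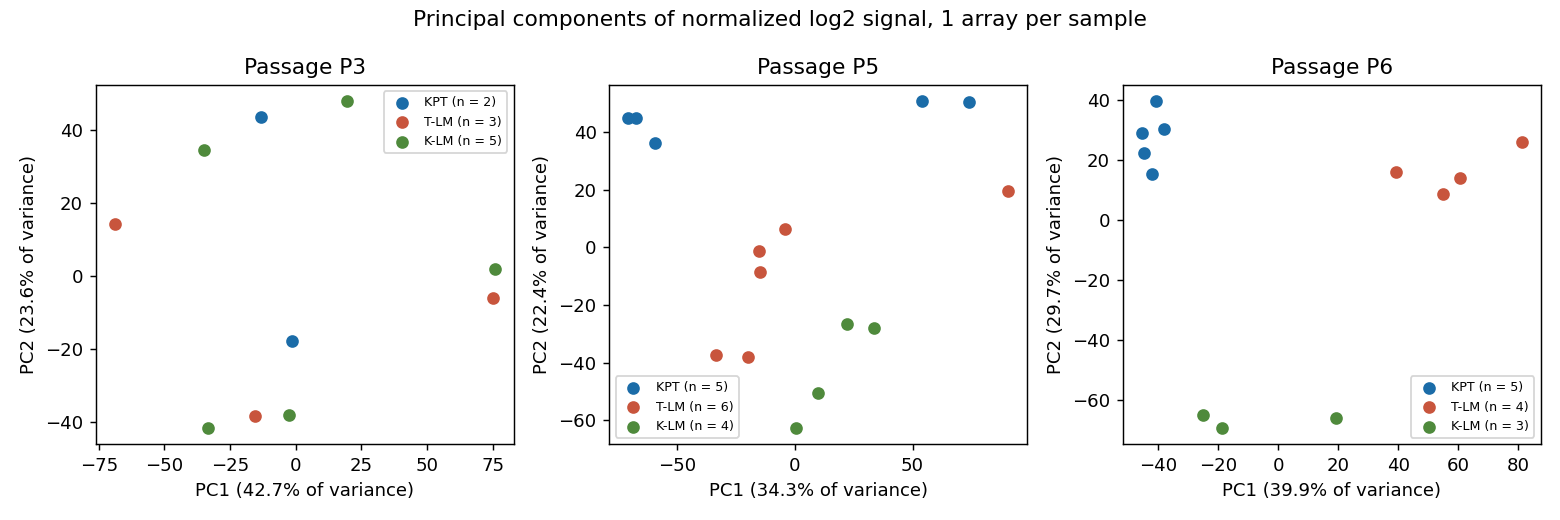
Principal components of normalized log2 signal within P3, P5 and P6, with PC1 and PC2 in arbitrary units and their percent of variance on the axes, 1 point per RNA sample coloured by route. At P6, where PC1 holds 39.9% and PC2 29.7% of the variance, the 3 routes occupy separate regions, and at P3 they overlap.

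The comparison of P3 with P6 within each route asks which transcripts change between an early and a late passage. In KPT (2 P3 and 5 P6 samples), limma called 148 of 20983 probes, of which 131 were higher and 17 lower at P6. They cover 111 gene symbols, and 4731 probes had an unadjusted p under 0.05. Over the 14 other ways of processing this count ran from 0, with the index of long mRNAs as a covariate (1513 probes at an unadjusted p under 0.05), to 822, with a fit on the P3 and P6 arrays only. The count rested on single samples: without KPT P3 replicate 2 it was 0 in limma (2244 at an unadjusted p under 0.05), without KPT P3 replicate 1 it was 2, without KPT P6 replicate 1 it was 318, and without any other single KPT P6 sample it was between 34 and 43. A sample left alone in its group was assumed to vary like the other groups of the fit.

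In T-LM (3 P3 and 4 P6 samples), 1495 of 21384 probes were called, 1202 higher and 293 lower at P6, over 1134 symbols. A filter on all arrays of the fit moved this count most, to 376, leaving out T-LM P3 replicate 2 gave 873, and leaving out T-LM P6 replicate 3 gave 992. In K-LM (5 P3 and 3 P6 samples), 789 of 22332 probes were called with the slide term, 524 higher and 265 lower, over 584 symbols. With both versions of the index as a covariate the K-LM count fell to 150 and 144, and with all routes and passages in one model it was 1587. Without the slide term it was 1293, of which 612 were also called with it. Leaving out single K-LM samples gave between 218 (without K-LM P6 replicate 2) and 1866 (without K-LM P3 replicate 3). For all 3 routes the higher calls outnumbered the lower calls under every scaling tried, but the share of higher calls moved. In T-LM it was 80.4% as reported and 59.8% with the 75th percentile over all probes, which shifted the median change of all tested probes by -0.27.

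**Figure D2:**
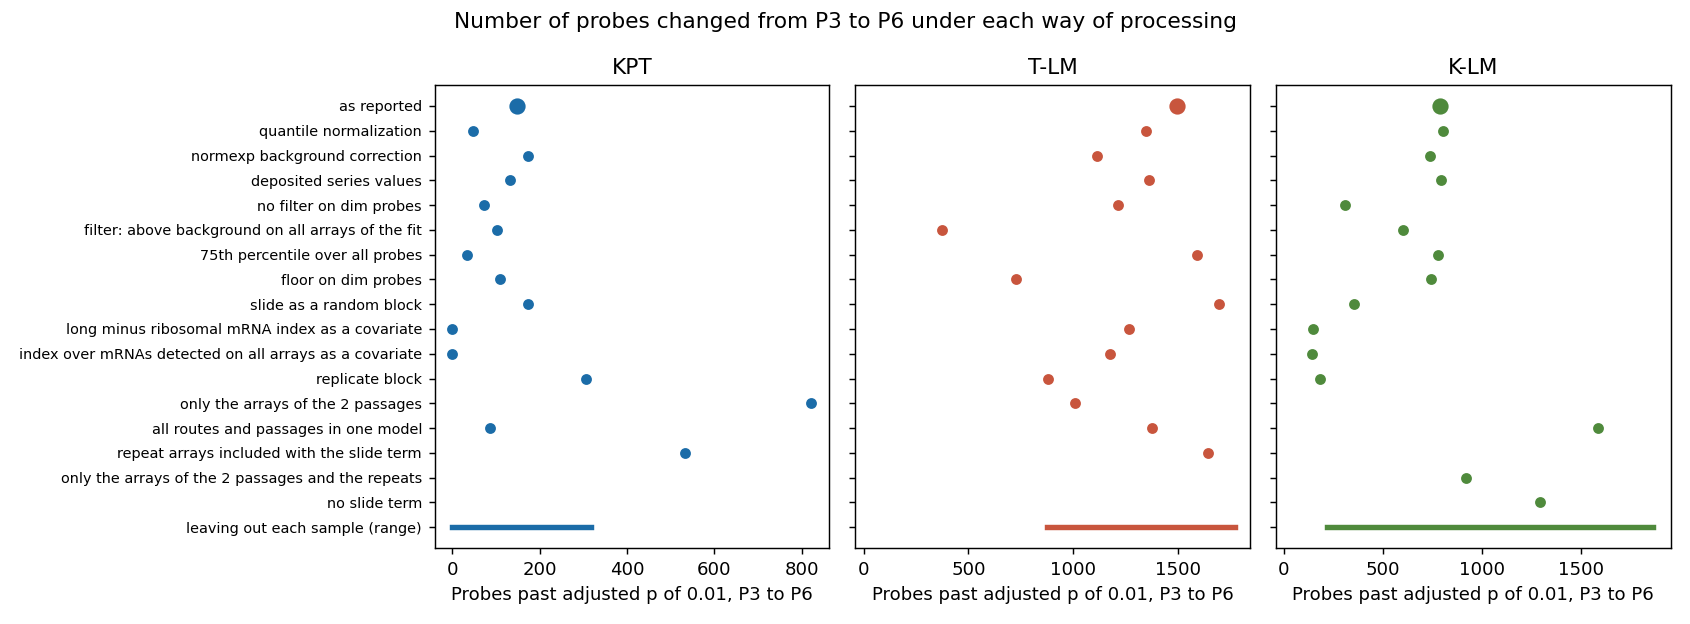
Number of probes past an adjusted p of 0.01 from P3 to P6 in KPT, T-LM and K-LM (horizontal axis, probes) under each way of processing (vertical axis), with the value as reported as the larger point and the range over leaving out each sample as a bar. The KPT counts spread from 0 to 822 around the reported 148, the T-LM counts from 376 to 1772 around 1495, and the K-LM counts from 144 to 1866 around 789.

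Probes called from P3 to P6 were shared between routes. KPT and T-LM shared 34 called probes, 33 in the same direction, against 8.46 by chance. KPT and K-LM shared 28, all 28 in the same direction, against 5.14, and T-LM and K-LM shared 158, 152 in the same direction, against 46.6. The changes of all probes tested in both routes correlated at 0.54, 0.54 and 0.53 (Pearson, across probes, which are not independent replicates). In simulated data of unchanged probes these correlations were -0.008, 0.091 and 0.0022. The difference between routes in the P3 to P6 change was itself tested over 26289 probes with limma. It passed the threshold for 50 probes between T-LM and KPT, for 79 between K-LM and KPT, and for 209 between K-LM and T-LM.

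The balance between long mRNAs and ribosomal protein mRNAs, measured on every array by the index, had low group means at P2, P3 and P5 and high ones at P1, P4 and P6 in all 3 routes. Mean index values at P3 were -8.44 ± 0.066 in KPT (SD, n = 2), -7.97 ± 1.2 in T-LM (SD, n = 3) and -8.42 ± 0.82 in K-LM (SD, n = 5). At P6 they were -6.79 ± 0.6 (SD, n = 5), -6.99 ± 0.36 (SD, n = 4) and -6.80 ± 0.07 (SD, n = 3), and P0 had -7.11 ± 0.11 (SD, n = 2). The median fitted P3 to P6 change of the 17 long mRNAs exceeded that of the 79 ribosomal protein mRNAs by 1.60 in KPT, 0.86 in T-LM and 1.06 in K-LM, and all 17 were higher at P6 in each route. With the earlier version of the index, over 5 long mRNAs, the differences were 1.98, 0.78 and 1.26. The index also depends on the array: on the late slide it was higher in all 5 repeated RNA samples, by 0.07 to 0.80. All K-LM P6 arrays lie on that slide, so their mean index is not comparable with the others to that extent, while the fitted K-LM change includes the slide term.

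**Figure D3:**
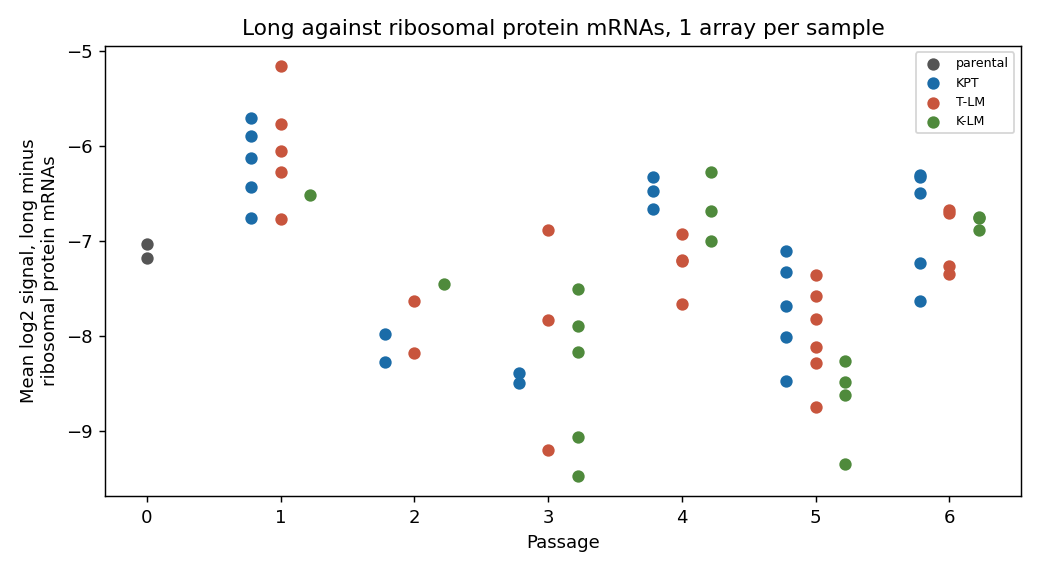
Mean log2 signal of long mRNAs minus that of ribosomal protein mRNAs on each array (vertical axis, log2 units) by passage (horizontal axis), 1 point per RNA sample coloured by route. Group means lie between -8.68 and -7.45 at P2, P3 and P5, and between -7.25 and -6.00 at P1, P4 and P6.

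From P3 to P6 in KPT the largest rises by rule were Chrna1, from -5.53 ± 0.028 (SD, n = 2) to -2.59 ± 0.086 (SD, n = 5), a fitted change of 2.91 ± 0.36 (SE, adjusted p = 0.00206), Adgrf5 (2.75 ± 0.39, adjusted p = 0.00259) and Pax3 (2.58 ± 0.25, adjusted p = 0.000319, at least 1.93-fold). The largest falls were Spopfm2 (-3.28 ± 0.57, adjusted p = 0.00721), Snora47 (-2.93 ± 0.40, adjusted p = 0.00242, at least 5.77-fold lower) and Zscan4b (-2.30 ± 0.43, adjusted p = 0.00929). All 6 lost the call when KPT P3 replicate 2 was left out (changes then 2.93, 2.18, 2.31, -3.37, -2.80 and -2.18), and all but Pax3 when KPT P3 replicate 1 was. In T-LM the largest rises were Ccl6, from -8.51 ± 0.34 (SD, n = 3) to 1.42 ± 0.55 (SD, n = 4), a change of 9.94 ± 1.1 (SE, adjusted p = 4.62e-06, at least 250-fold), Pf4 (8.11 ± 0.96, adjusted p = 1.42e-05, at least 67.4-fold) and Cxcl14 (7.83 ± 1.0, adjusted p = 4.77e-05). Trim54 (-3.80 ± 0.25, adjusted p = 2.09e-08, at least 3.16-fold lower), Maoa (-3.19 ± 0.25, adjusted p = 9.88e-08) and Dmrtc1c2 (-3.18 ± 0.55, adjusted p = 0.000572, at least 5.4-fold lower) fell most. In K-LM the largest rises were Serpina3n, from -7.83 ± 0.34 (SD, n = 5) to -1.26 ± 0.43 (SD, n = 3), a change of 6.79 ± 0.62 (SE, adjusted p = 7.2e-07, at least 34.4-fold), Serpina3m (6.71 ± 0.32, adjusted p = 1.1e-11, at least 12.2-fold) and Mgp (6.69 ± 1.1, adjusted p = 0.000563). Xlr4a (-4.17 ± 0.47, adjusted p = 8.42e-06), Snora47 (-3.25 ± 0.39, adjusted p = 1.59e-05, at least 6.41-fold lower) and Cavin4 (-3.19 ± 0.55, adjusted p = 0.00104) fell most. The rule chose only genes whose samples do not overlap between the 2 groups, so each direction was shown by all samples. Serpina3n and Serpina3m have closely related sequences, and Dmrtc1c2, Xlr4a, Spopfm2 and Zscan4b belong to multi-copy families, so their probes can also read relatives.

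Comparing P0 with P6 asks what distinguishes the last passage from the parental line. In KPT, 813 of 20983 probes were called, 714 higher and 99 lower at P6. In T-LM 1562 of 21384 were called, 1261 higher and 301 lower, and in K-LM 1081 of 22332, 821 higher and 260 lower. All 3 comparisons rest on the same 2 P0 samples. Leaving out P0 replicate 1 gave 382 probes in KPT, 683 in T-LM and 478 in K-LM, and leaving out P0 replicate 2 gave 437, 789 and 474. In K-LM, leaving out P6 replicate 1 gave 712 and P6 replicate 3 gave 684. Over the alternatives the K-LM count ranged from 341, with a filter on all arrays, to 3177, with a fit on the P0, P6 and repeat arrays only. Called probes were shared by KPT and T-LM in 545 cases (53.6 by chance), by KPT and K-LM in 398 (39.1 by chance) and by T-LM and K-LM in 602 (70.7 by chance). The shared P0 arrays alone produced correlations between the changes of 0.7, 0.5 and 0.44 in simulated data of unchanged probes, where the observed values were 0.77, 0.65 and 0.74.

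The largest rises from P0 were Anxa8 (8.50 ± 0.72, adjusted p = 6.04e-07), Stbd1 (7.17 ± 0.22, at least 38.9-fold) and Lcp1 (7.06 ± 0.30, at least 45.2-fold) in KPT. In T-LM they were Tmsb4x (10.39 ± 1.2, adjusted p = 6.34e-06, at least 308-fold), Bcl2l15 (9.65 ± 0.62, at least 250-fold) and Ccl6 (9.30 ± 1.2, at least 166-fold). In K-LM they were Mgp (9.82 ± 1.2, adjusted p = 4.31e-06, at least 157-fold), Krt20 (9.31 ± 0.70, at least 152-fold) and Anxa8 (8.40 ± 0.39). The largest falls in KPT were Dmrtc1c2 (-3.75 ± 0.61, at least 9.99-fold lower), Abca1 (-3.25 ± 0.49, at least 4.04-fold) and Themis (-2.69 ± 0.39, at least 4.81-fold). In T-LM they were Dmrtc1c2 (-4.09 ± 0.62, at least 10.1-fold), Themis (-4.08 ± 0.39, at least 4.99-fold) and Ptgds (-4.02 ± 0.38), and in K-LM Igf1 (-4.67 ± 0.47, at least 15.6-fold), Ogn (-4.58 ± 0.41, at least 7.51-fold) and Aqp5 (-4.58 ± 0.44). Each is a fitted log2 change with its SE, and all samples showed its direction. Without P0 replicate 1, Dmrtc1c2 in KPT (-3.18) and T-LM (-3.53) and Abca1 in KPT (-3.14) were no longer called.

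Saa2 and Cfb were the transcripts that the study carried forward from the K-LM signature as plasma markers. Saa2 was not well above background on any P0 array (-8.62 ± 0.56, SD, n = 2) and was so in 3 of 3 K-LM P6 samples (-4.10 ± 0.25, SD, n = 3), a fitted rise of 4.78 ± 0.62 (SE, adjusted p = 1.24e-05, at least 5.93-fold). Cfb rose by 6.57 ± 0.58 in K-LM (SE, adjusted p = 6.97e-08, at least 29.4-fold, 3 of 3 samples) and by 4.23 ± 0.30 in T-LM (SE, adjusted p = 1.06e-08, at least 5.03-fold, 4 of 4 samples). In KPT its change of 1.41 ± 0.75 (SE) did not pass (adjusted p = 0.343), but on the late slide alone it was 2.30 and did (adjusted p = 5.52e-05, the lowest of 20 alternatives that range up to 0.719, of which 2 passed). Saa1, a close relative of Saa2 whose probe can read both, rose by 3.51 ± 0.58 in K-LM (adjusted p = 0.000237), by 1.98 ± 0.50 in T-LM (adjusted p = 0.0108, past the threshold under 6 of 20 alternatives) and changed by -0.89 ± 0.48 in KPT (adjusted p = 0.353). With the floor on dim probes, which lies above the lowest passing signal of most arrays, the rises were 0.90 for Saa2 and 3.21 for Cfb in K-LM and 1.38 for Cfb in T-LM, all still called, so the lower bounds depend on the floor chosen. On the late slide alone the K-LM rises from P0 were 5.14 for Saa2 and 6.75 for Cfb. The levels were not steady over passages. At P1, Saa2 was well above background in 4 of 5 T-LM samples (-3.82 ± 2.7, SD, n = 5) and 2 of 5 KPT samples (-5.66 ± 1.0, SD, n = 5), and Saa1 was higher at P1 than at P6 in KPT, at -1.48 ± 0.92 (SD, n = 5) against -5.13 ± 0.35 (SD, n = 5). From P1 to P6 the fitted Saa1 change in KPT was -3.63 ± 0.42 (SE, adjusted p = 6.5e-06), and that of Saa2 was -2.96 ± 0.34 in KPT (SE, adjusted p = 6.71e-06) and -4.70 ± 0.85 in T-LM (SE, adjusted p = 0.000484). Saa2 was at background in all P6 samples of both routes, so the sizes of its falls are fitted values and no bounds. These P1 values were chosen for mention after they were seen.

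**Figure D4:**
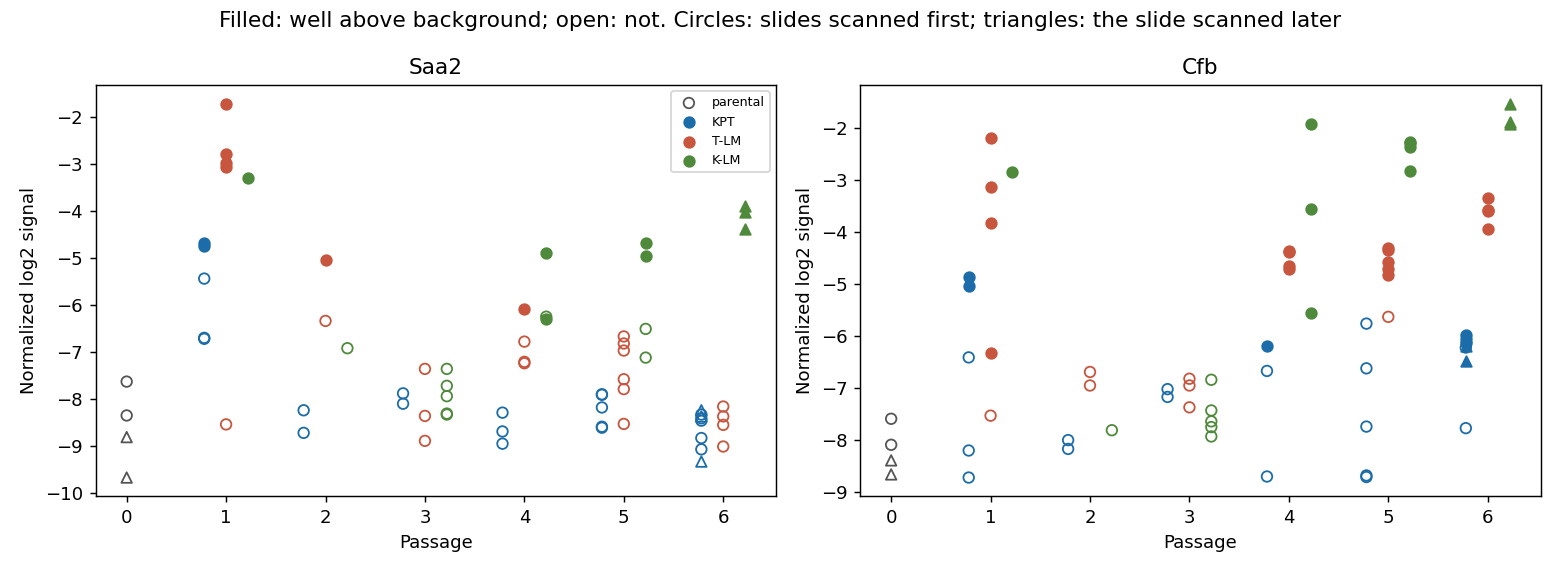
Normalized log2 signal of Saa2 and Cfb (vertical axes, log2 units) by passage (horizontal axes), 1 point per array coloured by route, filled where well above background, with triangles for the late slide. At P6 the 3 K-LM samples average -4.10 for Saa2 and -1.79 for Cfb, above all P0 arrays and all P6 arrays of the other routes.

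Among the 4 genes raised in VHL-knockout RENCA cells, Tnfsf13b rose by 5.34 ± 0.17 in KPT (SE, adjusted p = 5.8e-12), by 5.09 ± 0.32 in T-LM and by 5.16 ± 0.55 in K-LM (at least 8.37-fold, 7.06-fold and 10.9-fold). Ppef1 rose by 5.84 ± 0.33, 6.18 ± 0.37 and 5.79 ± 0.32 (at least 15.7-fold, 19.8-fold and 24-fold). Samsn1 rose by 2.99 ± 0.50 in K-LM (SE, adjusted p = 0.000285, at least 1.7-fold), was not tested in T-LM because it was too dim, and changed by -0.40 ± 0.70 in KPT (adjusted p = 0.831), where 5 alternatives turned its sign, with a rise of 1.30 past the threshold on the late slide alone. Without P0 replicate 1 the K-LM rise of Samsn1 was 2.50 and no longer called. Postn rises of 1.91, 2.33 and 3.44 did not pass (adjusted p = 0.531, 0.209 and 0.0145), though the threshold was passed under 1 of 21 alternatives in KPT, 1 of 19 in T-LM and 6 of 19 in K-LM. Vhl changed by -0.21 in KPT and T-LM and by 0.07 in K-LM, Hif1a by 0.12, 0.75 and 0.90, and Epas1 by -0.27, -0.22 and 0.26, with adjusted p between 0.247 and 0.94. Of these only Hif1a in K-LM passed the threshold under an alternative (0.83 on the late slide alone). The signs of Vhl in all 3 routes and of Hif1a and Epas1 in KPT turned under at least 1 alternative. A second Epas1 probe passed the threshold in T-LM in the opposite direction. Nt5e rose in all 3 routes (3.37 ± 0.32, 4.36 ± 0.38 and 4.52 ± 0.59, largest adjusted p = 1.38e-05), at least 2.57-fold, 5.1-fold and 4.95-fold. With the floor on dim probes the Nt5e rises were 0.41 in KPT and 0.58 in K-LM and no longer called, and the Tnfsf13b rise in K-LM was 1.78 and not called. Cd44 rose by 1.61 ± 0.28 in T-LM and 1.69 ± 0.28 in K-LM, and its rise of 1.12 ± 0.34 in KPT did not pass (adjusted p = 0.0609), but did under 4 of 22 alternatives. A second Cd44 probe, tested in all 3 routes, was called in none of them. Aldh1a1 rose by 4.58 ± 0.81 in T-LM (adjusted p = 0.000592, at least 6.41-fold, and 1.73 and not called with the floor), and rises of 2.07 in KPT and 3.25 in K-LM did not pass (adjusted p = 0.344 and 0.0125), though the K-LM one did under 5 of 19 alternatives, among them leaving out K-LM P6 replicate 2 (3.86). Without P0 replicate 1, neither the Cd44 rise (1.39) nor the Aldh1a1 rise (4.62) in T-LM was called, and without P0 replicate 2 the latter was 4.54 and not called.

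The gene lists were counted from P0 to P6 over all probes and adjusted over the list alone. The signature lists leave out C4orf48, CYP3A4, SERPINA3 and TPRG1, which have no mouse gene of the same letters, so Serpina3n and Serpina3m are not counted in them. Of the 13 KPT signature genes counted, 8 were called in KPT over all probes and 8 adjusted over the list alone, 12 and 13 in T-LM, and 12 and 13 in K-LM. Of the 20 T-LM signature genes counted, 4 and 4 were called in KPT (19 tested), 14 and 19 in T-LM, and 7 and 13 in K-LM. Of the 14 K-LM signature genes counted, 2 and 3 were called in KPT (13 tested), 8 and 11 in T-LM, and 12 and 12 in K-LM. All called signature genes were higher at P6. The study chose these signatures on these samples, so the counts are not independent evidence. Of the 14 EMT genes, 1 and 1 were called in KPT (13 tested), 8 and 10 in T-LM, and 5 and 5 in K-LM (13 tested), all higher. Over all probes the calls were Mmp2 in KPT, Cdh1, Mmp13, Mmp8, Mmp3, Mmp2, Mmp14, Mmp9 and Fn1 in T-LM, and Snai1, Mmp13, Mmp3, Cdh2 and Fn1 in K-LM. Cdh1, an epithelial gene that falls in this transition, rose in T-LM from -8.74 ± 0.42 in P0 (SD, n = 2) to -4.92 ± 0.72 at P6 (SD, n = 4). It was at background in P0 and in P6 of the other routes. Stem cell markers gave 1 and 2, 3 and 3, and 2 and 3 of 3, and VHL-knockout genes gave 2 and 2 of 4, 2 and 2 of 3 tested, and 3 and 4 of 4. The VHL pathway gave 0 of 3 in each route by limma, over all probes and adjusted over the list alone, with 0, 0 and 1 at an unadjusted p under 0.05.

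Large and progressive probes, chosen by a rule modelled on the study's choice of marker genes without its last step on late passages, numbered 395 in KPT (375 higher, 20 lower), 474 in T-LM (446 and 28) and 521 in K-LM (474 and 47). The floor on dim probes moved these counts most, to 117, 184 and 150, and leaving out P0 replicate 1 gave 290 in T-LM and 341 in K-LM, where leaving out P0 replicate 2 also gave 341. KPT and T-LM shared 184, KPT and K-LM 213, T-LM and K-LM 257, and 147 were in all 3. They held 8 of 13 KPT, 13 of 20 T-LM and 10 of 14 K-LM signature genes. Between neighbouring passages, P2 to P3 gave 0 probes by limma in each route (826, 1280 and 2084 at an unadjusted p under 0.05). P2 had 2, 2 and 1 samples, and the single K-LM P2 sample was assumed to vary like the other groups, so these steps say little about an absence of change. Groups of 2 samples did not preclude calls, since P0 to P2 gave 224 probes in KPT and 298 in T-LM. P3 to P4 gave 559 in KPT, 766 in T-LM and 2693 in K-LM.

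The comparison of P1 with P6 bears on how passaged cells differ from cells passaged once. In KPT (5 against 5 samples), 2551 of 22037 probes were called, 1167 higher and 1384 lower at P6, and in T-LM (5 against 4), 2172 of 23493, 898 higher and 1274 lower. K-LM had 1 sample at P1 and was not tested. The prevailing direction depended on scaling. With the 75th percentile over all probes, higher calls prevailed in both routes (1399 against 890 in KPT, 1343 against 749 in T-LM), with quantile normalization they did so too (1427 against 1142 and 1240 against 792), and with the deposited series values as well (1310 against 1084 and 1210 against 799). With the index as a covariate the splits were 917 against 847 and 793 against 764. Leaving out KPT P1 replicate 5 (1146 against 1020) or T-LM P1 replicate 2 (921 against 872) also turned the direction. Leaving out T-LM P6 replicates 1, 2 or 4 gave 1378, 1316 or 1294 in T-LM, and leaving out KPT P6 replicate 1 gave 1670 in KPT. Without T-LM P1 replicate 1, whose title gives no route, the T-LM count was 1932.

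At P6 the routes were compared with each other. KPT against T-LM gave 2535 of 22077 probes (1540 higher and 995 lower in T-LM), KPT against K-LM gave 3527 (1373 higher and 2154 lower in K-LM), and T-LM against K-LM gave 2635 (932 higher and 1703 lower in K-LM). Without the slide term the last count was 4090. Leaving out K-LM P6 replicate 1 gave 2160 for KPT against K-LM and 1529 for T-LM against K-LM, which was 1691 without K-LM P6 replicate 2. Normexp background correction turned the prevailing direction of KPT against K-LM (1592 higher, 1495 lower), and the 75th percentile over all probes turned that of T-LM against K-LM (1413 higher, 1171 lower) and of KPT against T-LM (1313 higher, 1454 lower), which the filter on all arrays also turned (496 higher, 637 lower).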

Values the study reported

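From passage 3 to passage 6, with limma and an adjusted p-value of 0.01 or below, the study counted 664 differentially expressed genes in KPT lines, 859 in T-LM lines and 315 in K-LM lines. Up-regulated were 454 of the KPT genes, 714 of the T-LM genes and 223 of the K-LM genes.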

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

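The tests of Xist in the cultures, of host fibroblasts, of the repeat arrays of single samples, and of the slide as a cause of the changes of Saa2, Cfb and the K-LM genes named by rule were chosen only after the results were seen, as was the list behind the test of alveolar type II genes, which was added after the data were seen.

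In groups of 4 to 10 samples, a sample was singled out when its gap to the nearest other sample took up more of the group's range than Dixon's 95% limit. Of 61 groups tested, 5 had such a sample, where chance gives about 1 in 20, or 3.05. T-LM P1 replicate 2 had 55.27% of probes well above background, and the next sample 37.37%. Cfb in KPT P6 replicate 5 was -7.78, with the next sample at -6.23. Tnfsf13b in KPT P6 replicate 1 was -3.01 and the next sample -2.86, a narrow gap in a tight group. Hif1a was 0.17 in KPT P6 replicate 4 (next -0.82) and 0.35 in T-LM P6 replicate 2 (next -0.22). On the repeat arrays Hif1a in KPT P6 replicate 4 was -0.65, below the other repeats of KPT P6 (-0.46 and -0.43), so the high value may be a deviation of 1 array rather than of the RNA. Tnfsf13b in KPT P6 replicate 1 was -2.82 on its repeat, level with the lower of the other repeats (-2.82 and -2.65), which decides nothing. The other samples have no repeat. The design gives no group that separates these samples from the others of their group, so no biological explanation was tested. T-LM P1 replicate 2 is also 1 of 2 P1 samples with a Xist probe well above background, and a mixed sample or a scanner effect on it remains open.

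Changes from P0 to P6 of genes named for their role differed between routes when the difference itself was tested with limma. The Saa1 change in T-LM minus KPT was 2.85 (adjusted p = 1.92e-08), in K-LM minus KPT 4.30 (1.11e-09) and in K-LM minus T-LM 1.44 (0.00124). For Saa2 it was 4.85 in K-LM minus KPT (3.82e-08) and 4.91 in K-LM minus T-LM (2.53e-07), where Saa2 is at background on all KPT and T-LM P6 arrays, so that the P6 levels bound the differences only as at least 6.91-fold and 6.17-fold. For Cfb it was 2.72 in T-LM minus KPT (4.28e-06), 4.75 in K-LM minus KPT (6.02e-08) and 2.03 in K-LM minus T-LM (0.00197). Samsn1 differed by 2.61 in K-LM minus KPT (5.39e-05), at least 1.98-fold with KPT P6 at background, and Aldh1a1 by 2.57 in T-LM minus KPT (0.00898). A slide difference is argued against as the cause for Saa2 and Cfb, because their K-LM rises from P0 were 5.14 and 6.75 on the late slide alone. Probes of Saa1 and Saa2 can read each other's transcripts, so the 2 genes are not separate evidence. A difference between routes in the cells may stand behind these values, and so might other cells in the cultures. The study assessed purity by the GFP label. It reported culturing the cells for about 2 weeks, until none without GFP were detectable, and a purity like that of the parental cells. Those measurements are not used here.

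Genes named by rule also differed between routes, but the rule took the largest changes of 1 route, so a difference from the other routes is partly built in. From P0 to P6, Ccl6 differed by 5.53 in T-LM minus KPT (adjusted p = 6.79e-06) and by -8.25 in K-LM minus T-LM (4.3e-06), Tmsb4x by 3.63 (6.99e-06) and -2.61 (0.00368), and Bcl2l15 by 4.64 (4.31e-07) and -3.48 (0.000365). In T-LM minus KPT, Abca1 differed by 2.75 (6.89e-06), Themis by -1.43 (1.14e-05) and Ptgds by -2.43 (1.36e-05). In K-LM minus KPT, Dmrtc1c2 differed by 1.71 (0.000188), Mgp by 5.13 (1.85e-06), Themis by -1.77 (7.97e-06), Krt20 by 2.88 (2.35e-06), Igf1 by -3.24 (1.23e-06), Ogn by -3.18 (1.54e-06) and Aqp5 by -2.47 (0.000106). In K-LM minus T-LM, Dmrtc1c2 differed by 1.99 (0.000264), Krt20 by 3.60 (1.52e-06), Igf1 by -3.60 (2.84e-06), Ogn by -4.36 (3.09e-07) and Aqp5 by -2.50 (0.000527). From P3 to P6, the K-LM minus KPT difference was -3.74 for Pax3 (9.95e-06), 7.55 for Serpina3n (2.59e-08), 7.0 for Serpina3m (4.05e-05) and -4.59 for Xlr4a (5.93e-06), and the K-LM minus T-LM difference was 7.62 for Serpina3n (5.85e-09), 6.92 for Serpina3m (2.51e-05) and -3.83 for Xlr4a (5.8e-05). Where all P6 arrays of 1 route are at background, the P6 levels, taken without the slide term, give lower bounds: 2.33-fold for Dmrtc1c2 in K-LM against T-LM, 2.98-fold for Abca1, 5.78-fold and 7.43-fold for Igf1 and 2.96-fold and 6.38-fold for Ogn in K-LM against KPT and T-LM. Themis was above background on 1 of 8 KPT P6 arrays and on none of the other routes, so the size of its differences is not resolved. Serpina3n and Serpina3m were above background only in K-LM P6, and Pax3 only in KPT P6, among the groups compared, so the sizes given for them are fitted values and no bounds. Serpina3n, Serpina3m, Xlr4a and Dmrtc1c2 have close relatives whose transcripts their probes can read, which was not tested. On the late slide alone the K-LM changes from P0 were 10.23 for Mgp, 9.66 for Krt20, -4.67 for Igf1, -4.52 for Ogn and -4.58 for Aqp5, at least 0.987 of the reported ones, which argues against a slide difference as their cause. No P3 array lies on that slide, so for the changes from P3 to P6 the separation from the slide rests on the slide term in the fits. A biological difference between the routes remains open for all of these genes. So does a contribution of host cells in the cultures, which was not tested for them. Fibroblast markers were 3.21, 6.40 and 4.10 above P0 at the median in KPT, T-LM and K-LM P6.

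The single K-LM P1 sample, which entered no comparison, held genes that were not well above background in any P0 array: Saa2 at -3.30, Cfb at -2.85, Postn at -2.26, Tnfsf13b at -2.96, Ppef1 at -3.48, Nt5e at -5.60 and Aldh1a1 at -2.41. With 1 sample no test was made. In the same sample the fibroblast markers were 8.15 above P0 at the median. In P1 of KPT and T-LM these markers rose together, by at least 4.63 at the median, where markers moving apart would have argued against host fibroblasts in the cultures, so host fibroblasts may contribute to P1 samples. The exception in T-LM P1 is replicate 1, the sample whose title gives no route, with Col1a1 at -6.24 where the other 4 lie between 0.66 and 2.03. At P6 the same markers were 3.21 above P0 at the median in KPT, 6.40 in T-LM and 4.10 in K-LM. Of the 6 markers, 4, 6 and 5 rose by at least 1. A contribution of host fibroblasts to P6 samples therefore stays open as well. A Xist probe was well above background on 2 P1 arrays, and also on the array of KPT P6 replicate 3. Whether female host cells are present cannot be told apart from this, because no sample shows that the probe detects them when present. A change of the tumour cells themselves towards fibroblast genes was not tested and stays open.

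Lung epithelium markers rose from P0 to T-LM P6 by 2.31 at the median, with Sftpc rising most (5.36, level -2.76 ± 1.4 on 4 of 4 samples). Sftpb was -5.09 ± 1.7, well above background on 3 of 4, and Sftpa1 was on 0 of 4 (-8.32 ± 0.33). The other 8 alveolar type II genes rose by 0.51 at the median, 3 of them by at least 1 and 1 by 3.43, so they go both ways, and a small share of host epithelial cells could not be excluded. The Xist probe was well above background on 0 T-LM P6 arrays, which decides nothing for the reason given for P1. Host lung epithelial cells and expression of these genes by the tumour cells cannot be told apart here.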

How the results depend on the processing

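The alternatives chosen only after the results were seen were the 75th percentile over all probes, the floor on dim probes and both versions of the index as a covariate, and all others were set earlier.

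The separation of the routes kept its side of 0.05 in all alternatives. The share at P3 was 10.9% to 15% over 5 alternatives, at P5 26.5% to 35.2% over 5 and at P6 52.3% to 66.7% over 6. Without single samples it ranged from 12.3% to 22.1%, 31% to 39.2% and 64.6% to 69.9%.

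Of the 14 alternatives for P3 to P6, the count of called probes stayed within 1.5 times the reported one in 5 for KPT, 11 for T-LM and 7 for K-LM. For P0 to P6 it did so in 9 of 15 for KPT, 12 of 14 for T-LM and 9 of 15 for K-LM, for P1 to P6 in 10 of 12 for KPT and 9 of 13 for T-LM, and for the P6 pairs in 9 of 12 for KPT against T-LM, 12 of 13 for KPT against K-LM and 8 of 12 for T-LM against K-LM. The counts outside this range follow by alternative. Where no reason is given, the cause was not tested.

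Quantile normalization gave 48 for KPT P3 to P6 and 14 between array sets. Normexp gave 190 large and progressive KPT probes and 566 between array sets, and the deposited series values gave 260 and 195. The 75th percentile over all probes gave 35 for KPT P3 to P6.

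Without a filter the counts were 72 for KPT and 311 for K-LM P3 to P6, 1608 for KPT P1 to P6, 1516 for P6 T-LM against K-LM, and 26003 between array sets. A filter on all arrays tests fewer probes by construction. It gave 376 for T-LM P3 to P6, 255, 418 and 341 for KPT, T-LM and K-LM P0 to P6, 952 for T-LM P1 to P6, and 1133 and 1658 for P6 KPT against T-LM and T-LM against K-LM. The floor removes differences below it by construction. It gave 725 for T-LM P3 to P6, 405, 926 and 507 for P0 to P6, 1632 for P6 KPT against T-LM, 117, 184 and 150 large and progressive probes, and 0 between array sets in limma (3959 at an unadjusted p under 0.05).

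The index as a covariate gave 0 for KPT P3 to P6 in limma (1513 at an unadjusted p under 0.05) and 150 for K-LM. Its earlier version gave 0 (1119 at an unadjusted p under 0.05), 144, and 1280 for T-LM P1 to P6. The index differs between the passages compared, so part of this loss is built into the model.

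A block for the replicate number gave 307, 880 and 183 for P3 to P6, 1279 for KPT P0 to P6, 1317 and 108 for KPT and T-LM P1 to P6, and 1036, 1700 and 386 for the P6 pairs. These fits held only arrays of the 2 groups and left 1 to 4 residual degrees of freedom. They thus differ from the reported fits in more than the block. Without the block, fits on the same arrays gave 822 and 1010 for KPT and T-LM P3 to P6 and 1364 for KPT P0 to P6. The pairing by number does not carry a shared level: samples of the same number in 2 groups correlated between -0.4 and 0.29 over all comparisons, so this block is not a better model.

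Fits on the arrays of the 2 passages gave 822 for KPT P3 to P6, 1364 for KPT P0 to P6 and 1136 for T-LM P1 to P6, and with the repeats 3177 for K-LM P0 to P6. One model over all routes gave 86 for KPT and 1587 for K-LM P3 to P6. Repeat arrays with the slide term gave 533 for KPT P3 to P6 and 1270 for KPT P0 to P6. The late slide alone gave 1743 for KPT and 3086 for K-LM P0 to P6. Slide as a random block gave 354 for K-LM P3 to P6 and 1672 for P0 to P6. Without the slide term the counts were 1293, 610, 4090 for P6 T-LM against K-LM, and 345 large and progressive K-LM probes.

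Leaving out 1 sample at a time gave 0 (without KPT P3 replicate 2; 2244 at an unadjusted p under 0.05) to 318 for KPT P3 to P6, 873 to 1772 for T-LM, 218 to 1866 for K-LM, 382 to 712, 683 to 1350 and 474 to 825 for P0 to P6, 1670 to 2188 and 1294 to 2239 for P1 to P6, and 2160 to 3296 and 1529 to 2511 for P6 KPT and T-LM against K-LM. Large and progressive probes numbered 290 to 460 in T-LM and 341 to 482 in K-LM. Between array sets the range was 0 (3527 to 4140 at an unadjusted p under 0.05) to 393. Fewer samples lower the power by construction, but do not explain the rises.

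The split of calls into higher and lower moved by more than 10 points of percent under scaling. For KPT P3 to P6 it was 37 and 11 with quantile normalization, 129 and 44 with normexp, 85 and 47 with the series values and 25 and 10 with the percentile over all probes. For T-LM P3 to P6 it was 906 and 439, 929 and 430 (series values), and 949 and 639 (percentile), and for K-LM 441 and 361, 593 and 146 (normexp), and 429 and 348 (percentile). For P0 to P6 it was 424 and 121 in KPT with normexp and 997 and 590 in T-LM with the percentile. For P1 to P6 the prevailing direction turned, to 1399 and 890 in KPT with the percentile (and, by under 10 points, to 1427 and 1142 with quantile normalization and 1310 and 1084 with the series values), and in T-LM to 1240 and 792 with quantile normalization, 1210 and 799 with the series values and 1343 and 749 with the percentile. At P6 it turned to 1313 and 1454 for KPT against T-LM and to 1413 and 1171 for T-LM against K-LM with the percentile, and to 1592 and 1495 for KPT against K-LM with normexp, which gave 1009 and 1106 for T-LM against K-LM.

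Changes of named genes were computed 1454 times over 73 values: 1349 kept direction and side of the threshold, 62 fell below it, 26 passed it, and 17 turned their sign. None of those 17 belonged to a called change. Among the genes named by rule, the floor removed the call of Pax3 and Snora47 in KPT, Trim54 and Dmrtc1c2 in T-LM and Snora47 in K-LM from P3 to P6, and of Abca1 in KPT and Dmrtc1c2 in T-LM from P0 to P6. Each version of the index as a covariate removed the call of all KPT genes named by rule from P3 to P6. Cavin4 in K-LM lost its P3 to P6 call with each version too. The replicate block removed the P3 to P6 calls of Xlr4a, Snora47 and Cavin4 in K-LM. Over 20 alternatives for KPT P3 to P6, Spopfm2 lost the call in 10 and Zscan4b in 12. Samsn1 in KPT was 0.18 with quantile normalization, 0.51 with the series values, 0.29 in one model of all routes, 0.30 with repeat arrays and 1.30 on the late slide alone. Hif1a in KPT was -0.01 with the percentile over all probes, -0.19 with the replicate block, -0.04 on the late slide and -0.10 to 0.24 without single samples, and Epas1 in KPT was 0.01 on the late slide. Saa2 in T-LM was 0.06 with quantile normalization and 0.02 with the series values. Vhl in K-LM was -0.02 with the percentile over all probes, and without single samples Vhl ranged from -0.58 to 0.17 in KPT, -0.59 to 0.16 in T-LM and -0.41 to 0.53 in K-LM.

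Signal over background limits what can be seen: with 25.3% to 55.3% of probes well above background, many of the largest changes have 1 group at background, and their fitted size exceeds the lower bound given beside it.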

Other observations

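The tests chosen only after the results were seen were those of RNA integrity, of array brightness for changes shared by the routes, of the probes called only without the slide term, and the floor and the index as a covariate, while the other tests in this part were set earlier.

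Chance was weighed by refitting other splits of the same samples. A share of splits under 0.05, not adjusted over the comparisons, was taken to argue against chance. The test treats the samples as exchangeable, and shared descent of samples within a route was not tested. For T-LM P3 to P6, 1 of 35 splits, the real one, gave as many probes, which argues against chance. For KPT and T-LM P1 to P6 and for P6 KPT against T-LM it was 1 of 100 drawn splits each. For P6 KPT against K-LM it was 1 of 56 and for P6 T-LM against K-LM 1 of 35. These counts argue against chance there as well, and each is the smallest that its splits can give. By this count chance cannot be excluded for K-LM P3 to P6, where 3 of 56 splits gave as many probes. The 2 others put K-LM P3 replicate 3 and either replicate 1 or replicate 2 of K-LM P3 together with all 3 P6 samples, and leaving out replicate 3 had raised the count to 1866. The comparisons with a group of 2 samples (KPT P3 to P6 and all from P0) were not tested in this way.

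The slide was weighed for K-LM, because all P6 arrays lie on the late slide. With the slide term estimated from the repeats, 789 probes were called from P3 to P6, which argues against a slide difference as the whole cause. Of the 1293 probes called without the term, 612 were also called with it. The term removed the other 681, and whether these reflect the slide or the power lost with the term cannot be told apart. Brightness was weighed next: with the floor on dim probes, 1166 of the 2432 calls of the 3 routes from P3 to P6 stayed, or 47.9%. Brightness of the arrays moving probes near background and true low levels in 1 group cannot be told apart for the others, since the floor also removes true differences below it.

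Changes from P3 to P6 correlated between routes at 0.52 or more over probes well above background on all arrays. This argues against brightness moving probes near background as the source of the shared changes. Whether brightness acts on probes well above background was not tested and stays open. RNA integrity of the P3 samples is a candidate explanation: long mRNAs rose against ribosomal protein mRNAs by at least 0.86 in each route, where a difference under 0.2 in any route would have argued against it. With the earlier version of the index, the smallest difference was 0.78. The index was low at P2, P3 and P5 and high at P1, P4 and P6 in all 3 routes. With it as a covariate, KPT P3 to P6 had 0 called probes in limma (1513 at an unadjusted p under 0.05), K-LM 150 and T-LM 1263. No RNA integrity values were used here. The index also changes with the array, since the same RNA gave a value higher by 0.07 to 0.80 on the late slide in all 5 repeats, so an effect of the arrays on long mRNAs stays open beside RNA integrity. All 5 repeat arrays were also brighter by the 75th-percentile signal of all probes. It was 757 against 268.7 for P0 replicate 1 and 663.5 against 534.7 for KPT P6 replicate 4. Brightness could therefore be such an effect. Regulation of these mRNAs by the passages themselves would give the same index and stays open, as the index follows passage.

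More probes were called between some neighbouring passages than from P3 to P6: P3 to P4 in K-LM gave 2693 and P5 to P6 in T-LM gave 2870. The excess of P4 over P3 and P5 correlated between routes at 0.39 or more across probes, which are not independent replicates. Handling of each passage as one batch and a biological difference of P4 cannot be told apart, because no handling batches are recorded in the labels and a batch shared by a passage would coincide with it. With a term for each slide the lowest correlation was 0.29, which leaves open whether a slide difference contributes, since it fell without vanishing.

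From P3 to P6, 148 probes were called in KPT, of which 131 were higher. Those are lower than the values quoted from the study above. In T-LM 1495 probes were called, of which 1202 were higher. Those are higher than the values quoted from the study above. In K-LM 789 probes were called, of which 524 were higher. Those are higher than the values quoted from the study above. Counted as gene symbols, the calls were 111, 1134 and 584, so counting probes may be part of the difference in T-LM and K-LM, but not in KPT, where symbols are fewer still. In KPT the calls ranged from 0 to 822 over the alternatives (0 with the index as a covariate in limma, 1513 at an unadjusted p under 0.05).

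Marker lists were counted from P0 to P6, over all probes and adjusted over the list alone. Leukocyte markers gave 0 and 0 in KPT (7 tested), 1 and 2 in T-LM (7 tested) and 0 and 0 in K-LM (6 tested) by limma, with 2, 3 and 0 at an unadjusted p under 0.05. The 1 in T-LM was Ptprc. Endothelial markers gave 0 of 1 tested in KPT, 1 and 1 of 2 in T-LM (Cldn5) and 0 of 2 in K-LM by limma, with 0, 1 and 1 at an unadjusted p under 0.05. Fibroblast markers gave 1 and 2 in KPT (Dcn over all probes), 5 and 5 in T-LM, and 3 and 3 in K-LM. Lung epithelium markers gave 1 and 1 in KPT and in K-LM (Scgb1a1) and 1 and 3 in T-LM (Sftpc over all probes). Kidney tubule markers gave 0 of 1, 1 and 2 tested by limma, and 0 of them at an unadjusted p under 0.05, and the Xist and Y-linked probes were too dim to be tested. Genes named in this paragraph outside the rule were chosen after their values were seen.

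Median log2 differences of the lists from P0 in T-LM P6 were 1.83 for alveolar type I cells, -0.77 for club cells, 1.88 for ciliated cells, 1.12 for lung fibroblasts, 0.72 for alveolar macrophages, 0.63 for lung endothelial cells, 0.41 for leukocytes, 0.29 for endothelium, -0.16 for kidney tubule, -0.50 for Xist and -0.67 for Y-linked genes. The fibroblast markers were 6.12 above P0 in T-LM P1, and 3.21, 6.40 and 4.10 in KPT, T-LM and K-LM P6. Dcn was -7.58 ± 0.61 in P0, -1.77 ± 1.5 in KPT P1, -0.35 ± 1.0 in T-LM P1 and 1.45 in K-LM P1, and at P6 -2.02 ± 0.074 in KPT, 0.02 ± 0.47 in T-LM and -1.39 ± 0.75 in K-LM. Col1a1 was -7.55 ± 0.33 in P0 and -0.23 ± 0.95 in T-LM P6, and Col1a2 was -6.53 ± 0.13 in P0 and 0.78 ± 0.87 in T-LM P6. Cldn5 is in 2 of the lists, as are Sftpb, Sftpa1 and Scgb1a1, and Tbx4 is also in the T-LM signature.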
